# Gene expression profiles of the small intestinal mucosa of dogs repeatedly infected with the cestode *Echinococcus multilocularis*

**DOI:** 10.1016/j.dib.2018.01.004

**Published:** 2018-01-06

**Authors:** Hirokazu Kouguchi, Takao Irie, Jun Matsumoto, Hidefumi Furuoka, Kenji Ishiwata, Ryo Nakao, Kinpei Yagi

**Keywords:** *E. multilocularis*, Microarray, Dog, Echinococcosis, Vaccine

## Abstract

*T*he data set presented in this article is related to a previous research article entitled “ The timing of worm exclusion in dogs repeatedly infected with the cestode *Echinococcus multilocularis*” (Kouguchi et al., 2016) [1]. This article describes the genes >2-fold up- or down-regulated in the first- and repeated-infection groups compared to the healthy controls group. The gene expression profiles were generated using the Agilent-021193 Canine (V2) Gene Expression Microarray (GPL15379). The raw and normalized microarray data have been deposited with the Gene Expression Omnibus (GEO) database under accession number GSE105098.

**Specifications Table**

**Table:** 

Subject area	*Biology*
More specific subject area	*Gene expression study*
Type of data	*Table*
How data was acquired	*Agilent-021193 Canine (V2) Gene Expression Microarray (GPL15379)*
Data format	*Raw, normalized, and analyzed*
Experimental factors	*Gene expression profiles were compared between healthy controls, first-infection, and repeated-infection groups.*
Experimental features	*The relationship between the response at the small intestinal mucosa and worm exclusion in dogs repeatedly infected with E. multilocularis.*
Data source location	*Hokkaido Institute of Public Health, Sapporo, Japan, 43 °04'58.804''N; 141 °19'59.769''E.*
Data accessibility	*The raw and normalized microarray data are available from the Gene Expression Omnibus (GEO) database under accession number GSE105098.*https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE105098

Value of the data

• The data present the differential gene expression profiles of the small intestinal mucosa of healthy dogs and dogs infected with *Echinococcus multilocularis*.
• The data can be used to identify genes that might be involved in excluding the parasite from the small intestine of dogs.
• By comparing the first and repeated infection groups, the data could aid in the development of a mucosal vaccine.
• The data could contribute to clarifying the exclusion mechanism(s) of various canine pathogens.

## 1 Data

The present study was performed to elucidate the mechanisms underlying worm exclusion in dogs repeatedly infected with *E. multilocularis*. The small intestinal mucosa gene expression profiles of three groups (healthy, first-infection, and repeated-infection) were compared. Total RNA was isolated from the small intestinal mucosa, analyzed for quality and quantity, and used in microarray analysis with the Agilent-021193 Canine (V2) Gene Expression Microarray (GPL15379; Agilent Technologies, Santa Clara, CA, USA). 

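RNA pooled in equal amounts from 4 Beagle dogs per group was hybridized to 1 one-colour (Cy3) array per group, 3 in all, with no replicate arrays; the differences between groups have no replicate check. The control dogs were not infected, the first-infection dogs received 100000 protoscoleces (psc, the larval heads of the parasite) once, and the repeated-infection dogs received 500000 psc at each of the earlier infections and 100000 psc at the last. Infected tissue was taken 6 days after the last infection. Age at the final infection was 9 months in the control group and 8 months in both infected groups. The paper says that tissue of all groups was kept in RNAlater, while the sample labels name a related product for frozen tissue (RNAlater-ICE) for the control group alone. The labels also describe the mucosa as taken with deeper layers of the wall, whereas the paper describes scraping. Each array held 45220 spots, of which 43803 were not control spots, for 43603 probes of 60 bases. The authors deposited the scanner output with the background-subtracted, spatially detrended signal of each spot, not yet normalized between arrays. The number of probes well above background was 31564 on the control, 31226 on the first-infection and 30987 on the repeated-infection array. Feature non-uniform outliers numbered 4, 0 and 1 spots in that order, no spot was saturated, and all 3 arrays lay on 1 slide. From these files the log2 signal of each probe was taken, the 75th percentile over the non-control probes of its array was subtracted, non-uniform outliers were left out, and probes at least 2-fold apart were counted with no filter on dim probes. The precision is limited by the number of arrays. Between spots of 1 probe on 1 array the standard deviation (SD) was 0.16 on the log2 scale, for probes well above background. This gives 0.23 for a ratio of 2 arrays, which covers error between spots only. Error between arrays, error of dim probes and variation between dogs are left out.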

Compared to the control group, 1916 and 2950 genes were >2-fold up-regulated in the first-infection and repeated-infection groups, respectively, and 2418 and 3485 genes were >2-fold down-regulated, respectively (Supplements 1 and 2).

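In the first-infection group, 2856 probes were at least 2-fold up-regulated and 4708 at least 2-fold down-regulated compared to the control group. In the repeated-infection group, 4047 probes were up-regulated and 6312 down-regulated. By ratio, the alternative that moved these counts most was counting genes in place of probes, which gave 1140 down-regulated genes in the first-infection group, and by number it was scaling to spiked-in control RNA, with 10752 up-regulated probes in the repeated-infection group. Among probes well above background on both arrays compared, the counts were 1913 up-regulated and 2426 down-regulated in the first-infection group, and 2947 and 3489 in the repeated-infection group. Both infected groups shared 2124 up-regulated and 3613 down-regulated probes. The comparisons share the control array, which alone gives an overlap. Unchanged groups simulated with noise taken from the differences between the infected arrays shared on average 445 up-regulated and 442 down-regulated probes, at most 501 and 497 in 100 simulations. Across the 29581 probes well above background on all 3 arrays, the log2 ratios of the comparisons had a Pearson correlation of 0.91. The simulated correlation, 0.50 on average, follows from equal noise on all 3 arrays and gives no standard to judge this by. A control array with more noise was not simulated and would raise both the overlap and the correlation. Probes are not independent replicates. At least 2-fold changes in opposite directions were found for 27 probes. The paper states the counts of changed genes from these comparisons.

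**Figure D1:**
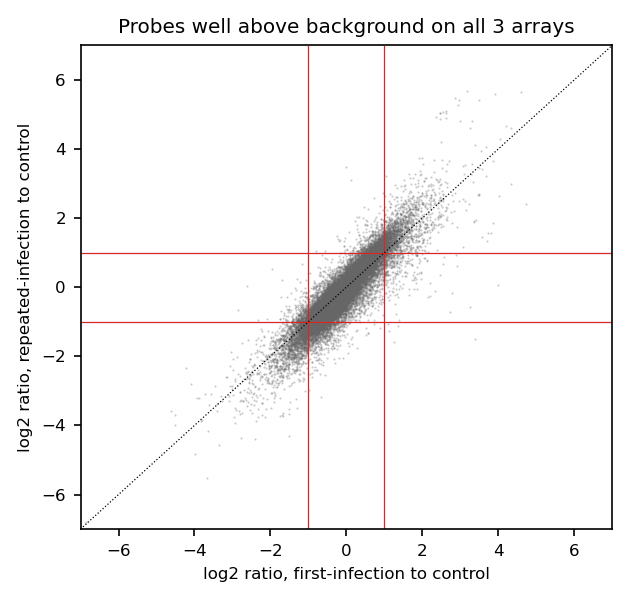
Log2 ratio of the repeated-infection group to the control (vertical axis) against that of the first-infection group to the control (horizontal axis). Each point is 1 of the 29581 probes well above background on all 3 arrays, solid lines mark the 2-fold limits and the dotted line marks equal ratios. The points lie around the dotted line, with a correlation of 0.91.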

## 2 Experimental design, materials and methods

### 2.1 Experimental design

This study was performed in strict accordance with the National Institutes of Health guide for the care and use of Laboratory animals, and the ethics committee of the Hokkaido Institute of Public Health approved the protocol for the animal experiments (permit number: K25-2). All surgeries were performed under sodium pentobarbital anesthesia, and every effort was made to minimize suffering.

Twelve dogs were divided into three groups (*n*=4): the control group (healthy dogs), the first-infection group (dogs infected with *E. multilocularis* for the first time) and the repeated-infection group (dogs repeatedly infected with the parasite 4 times). The mucosal gene expression profiles between the three groups were compared by microarray analysis.

### 2.2 Materials

*E. multilocularis* (Nemuro strain) was obtained from a dog-cotton rat life cycle routinely maintained at the Hokkaido Institute of Public Health (Sapporo, Japan). Protoscoleces (psc) were collected from cysts that developed in cotton rats 5 –14 months following oral administration of 200 parasite eggs. The Beagle dogs used in this study were purchased from KITAYAMA LABES CO., LTD. (Ina, Nagano, Japan).

### 2.3 Sample preparation

For the control group, healthy dogs were euthanized and necropsies were performed. The small intestine was removed and the central portion (approximately 15 cm) was washed with cold saline and then quickly treated with RNAlater Stabilization Solution (Thermo Fisher Scientific Inc., MA, USA) at 4 °C according to the manufacturer's instructions. These samples were preserved at –70 °C until use. For the first-infection group, 100,000 psc were orally administered to infect the dogs with *E. multilocularis*. In this group, infection continued for 6 days. For the repeated-infection group (*n*=4), 500,000 psc were administered orally for the first, second, and third infections. To terminate infection, 100 mg of praziquantel (two tablets of Droncit, Bayer-Animal Health, Leverkusen, Germany) was administered 35 days post infection (dpi), as previously described [1]. Following deworming, the dogs were re-infected by administering psc at 8–14 day intervals (Table 1). For the final infection, 100,000 psc were orally administered. After 6 days of infection, the central section of the small intestine of dogs infected with *E. multilocularis* was removed and the tissue samples were treated using the method described above.

**Table 1:** Infection regimes for the three groups of dogs.

Groups	Total number of infections	Number of dogs	Age at final infection	Infection period (days)	Days between infections
Healthy control	0	4	9		
First-infection	1	4	8	6	
Reinfection	4	4	8	30, 34, 35, 6	14, 8, 14

Tissue samples from dogs were carefully thawed in RNAlater at 25 °C. The small intestinal mucosa was scraped with a microspatula onto plastic culture dishes, and total RNA was extracted from the tissue samples using an RNeasy Mini Kit (Qiagen GmbH, Hilden, Germany) according to the manufacturer's instructions. In each group, equal amounts of purified total RNA from the four dogs were pooled. The quantity and quality of total RNA samples were determined using a Nanodrop 1000 spectrophotometer. All samples had OD260/280 ratios of 1.97–2.05 with concentrations of 187.7–258.69 ng/µL. Agilent Bioanalyzer analysis demonstrated that all samples had RNA integrity numbers of 7.3–9.3 (Table 2). The samples were hybridized to the Agilent Canine (V2) array according to the manufacturer's instructions.

**Table 2:** Spectrophotometric data and RNA integrity numbers (RINs) of the RNA samples.

Pooled sample	OD260/280	OD260/230	Quantity (ng/µL)	RIN
Healthy control	1.97	1.87	187.76	7.3
First-infection	2.02	1.96	258.69	8.7
Reinfection	2.05	1.75	249.25	9.3

### 2.4 Microarray analyses

The microarray was conducted with a Canine (V2) array (Agilent) according to the manufacturer's protocol. Scanned images were analyzed with Feature Extraction Software 11.5.1.1 (Agilent; protocol: GE1_1105_Oct12 and Grid: 021193_D_F_20141110) using default parameters, to obtain background subtracted and spatially detrended processed signal intensities. Features flagged as feature non-uniform outliers were excluded. The microarray data were normalized using GeneSpring Ver.13.1.1 software (Agilent; per chip: normalization to 75 percentile shift). 

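Before the shift, the 75th percentile of the log2 signal was 8.60 on the control, 9.12 on the first-infection and 9.24 on the repeated-infection array. The infected arrays were thus higher by 0.52 and 0.64 in log2 units. The median rose less, by 0.40 and 0.48, and the 25th percentile by 0.21 and 0.26. The median of 10 probes for spiked-in control RNA was 10.38, 10.36 and 10.38 in that order. After the shift the median log2 ratio of all probes to the control was -0.18 in the first-infection and -0.20 in the repeated-infection group.

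**Figure D2:**
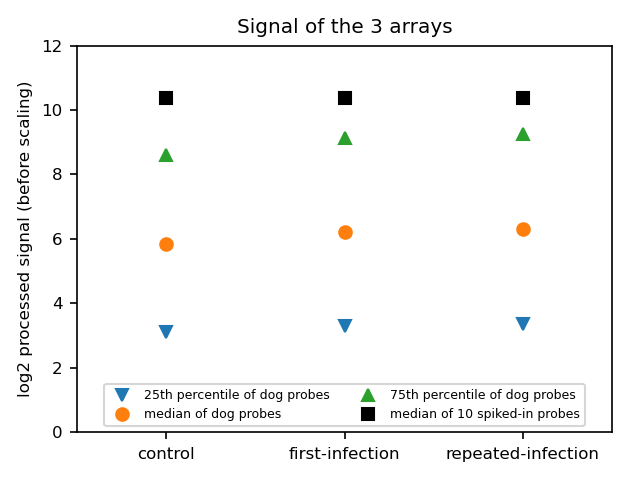
Log2 processed signal before scaling (vertical axis) on the 3 arrays (horizontal axis). Triangles and circles mark the 25th percentile, median and 75th percentile of the dog probes and squares the median of 10 spiked-in probes, which stays between 10.36 and 10.38.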

Fold change (FC) analysis was performed using GeneSpring software with a threshold FC ≥ 2.0. The microarray gene list can be found on the Agilent Technologies web site (http://www.chem.agilent.com/cag/bsp/gene_lists.asp?arrayType=gene).

# Supplementary material for: Gene expression profiles of the small intestinal mucosa of dogs repeatedly infected with the cestode Echinococcus multilocularis
**Source:** Data Brief. 2018 Jan 6;17:180–3. doi: 10.1016/j.dib.2018.01.004
**Supplement:** Supplementary file 1 — Supplementary material

Conflict of Interest

　None

# Supplementary material for: Gene expression profiles of the small intestinal mucosa of dogs repeatedly infected with the cestode Echinococcus multilocularis
**Source:** Data Brief. 2018 Jan 6;17:180–3. doi: 10.1016/j.dib.2018.01.004
**Supplement:** Supplementary file 2 — Supplementary material

Supplement 1. 

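Probe coordinates are those of canFam3 in the scanner files, and each gene is given by its probe with the highest mean signal. Among described genes well above background on both arrays, the tryptase gene LOC100049001 (chromosome 6, 39506380 to 39506439) had the largest rise, 20.3-fold, although its other detected probe gave a log2 ratio of 2.45 against 4.34. Among these genes the next largest rises were TEKT3 (chromosome 5, 38872702 to 38872761) at 19.5-fold, CCL1 at 16.6-fold, POSTN (periostin) at 15.0-fold and GPM6A at 14.6-fold, although its other detected probe gave a log2 ratio of 2.49 against 3.87. On the control array TEKT3 had a normalized log2 signal of -5.02, close to the lowest signal well above background there (-5.38). TEKT3 was not well above background in the repeated-infection group. LOC480601, uncharacterized in the scanner files and named regakine-1-like in the supplementary list (chromosome 9, 37739975 to 37740034), was 24.5-fold up-regulated, and CPA3, uncharacterized there too, 18.6-fold. The largest fall among described genes was in APOC3 (chromosome 5, 16744488 to 16744547), down-regulated 22.7-fold. UCP3 was 14.8-fold, GDPD2 14.3-fold, PON3 12.7-fold and PMP22 12.2-fold down-regulated. The probes of GDPD2 disagreed, with log2 ratios from -3.83 to -0.48. Endomucin (EMCN, chromosome 32, 22232130 to 22237914) was 3.10-fold up-regulated.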

List of differentially regulated genes between control and first-infection group.

# Supplementary material for: Gene expression profiles of the small intestinal mucosa of dogs repeatedly infected with the cestode Echinococcus multilocularis
**Source:** Data Brief. 2018 Jan 6;17:180–3. doi: 10.1016/j.dib.2018.01.004
**Supplement:** Supplementary file 3 — Supplementary material

Supplement 2. 

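In the repeated-infection group, POSTN (chromosome 25, 3208317 to 3208376) had the largest rise among described genes well above background on both arrays, 48.3-fold. LOC475395, listed as ribonuclease pancreatic-like (chromosome 15, 18037308 to 18037367), was up-regulated 38.9-fold, the tryptase gene LOC100049001 24.6-fold, CCL1 19.6-fold and GATM 18.3-fold. Of genes uncharacterized in the scanner files, LOC480601 had a log2 ratio of 5.64 and CPA3 was 25.3-fold up-regulated. PON3 (chromosome 14, 20615659 to 20615718) had the largest fall among described genes, 45.7-fold. CMPK2 was 20.9-fold, CD274 20.4-fold, GDPD2 14.5-fold and GZMA (granzyme A) 14.5-fold down-regulated. The detected probes of CD274 gave log2 ratios from -4.35 to -2.40. The gene for interferon regulatory factor 4 (IRF4, chromosome 35, 781589 to 781648) was 4.08-fold up-regulated, EMCN 3.77-fold and the gene for toll-like receptor 4 (TLR4, chromosome 11, 71366306 to 71366365) 2.71-fold. In the first-infection group, IRF4 was 1.71-fold, but with normexp lower (a log2 ratio of -0.063), and TLR4 3.25-fold higher than in the control group.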

List of differentially regulated genes between control and reinfection group.

How the deposited data were processed for this re-analysis (not part of the article)

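Small intestinal mucosa of control, first-infection and repeated-infection dogs was measured on 3 one-colour Canine (V2) arrays, 1 per group, each with RNA pooled from 4 dogs. The authors extracted the signals with Feature Extraction and deposited, for each spot, the processed signal as an intensity on a linear scale, with its flags. They also deposited a table of log2 values per probe, normalized to the 75th percentile of each array. The paper does not give the amount of spiked-in RNA per sample, and equal amounts were assumed in scaling to it.

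From the scanner files, spots flagged as non-uniform were left out, the spots of a probe were averaged on the log2 scale, and the 75th percentile of the array was subtracted. A probe was counted as changed at a ratio of at least 2. With 1 array per group there was no test and no p-value. Of 43603 probes, 22683 carried a gene symbol, for 14221 symbols. Of 932 probes listed by a LOC identifier, 547 were given a symbol through a table of the assembly UU_Cfam_GSD_1.0, whose coordinates were not used. Named genes were the 5 with the largest rise and the 5 with the largest fall in each comparison among described genes well above background on both arrays, 1 probe per gene, the named genes among the top entries of the supplementary lists, the genes set in bold there, and the genes of the marker lists. Some of the genes this rule or the tests single out are not reported here. Marker lists were fixed after the supplementary gene lists were read and before the array files were examined.

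For each of 13 fixed lists and 3 lists added later, the median log2 ratio over the genes was set against 10000 random lists of the same size matched on expression in 20 bins. A percentile below 2.5 or above 97.5 was called. This describes the arrays and is not a test. A probe not well above background on 1 array has only a bound, the brighter signal against the higher of the lowest signal well above background on the dimmer array and the probe's own there. Genes whose values had been seen were meant to be left out of the 3 added lists. The added proximal list still shares LCT with the fixed absorptive enterocyte list, so these lists are not independent. The fixed lists hold genes that the supplementary lists report as changed, so their percentiles are not independent of those lists.

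The 12 alternatives, set before the data were examined, were 3 filters on dim probes, 2 treatments of outliers, 4 scalings, normexp background correction in limma with an offset of 50, the deposited log2 table, and genes in place of probes. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, R 4.3.3 and limma 3.58.1. What each explanation in the closing section predicts was written before or after its values were seen, as stated there, but the numeric limits of some tests were set after most values had been seen. The counting was run on simulated data for the first-infection comparison, with changes of 2 log2 units and noise at the spot SD of 0.16. There 100% of 200 changed probes among 43603 were recovered and 0 unchanged probes were called. Changes so far above the noise make that outcome certain. It checks the code only and gives no error rate for dim probes. A simulated list of 12 genes raised by 1 log2 unit reached percentile 100, and 4.5% of unchanged lists were called.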

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

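No test in this part was chosen only after the result was seen, but the numeric limits used to read the tests of dim probes and of GC content were set after most values had been seen.

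Opposite changes in the infected groups were found for 27 probes, of which 5 were well above background on all 3 arrays; the difference between the groups was not tested, since each group has 1 array. These 5 probes were chosen after their values were seen. All were up-regulated in the first-infection group and down-regulated in the repeated-infection group: 2 probes of MTMR10 with log2 ratios of 3.39 and 1.13 in the first-infection group and -1.49 and -1.26 in the repeated-infection group, and 1 probe each of CXCL10 (1.25 and -1.58), MS4A1 (1.37 and -1.11) and CLEC9A, whose repeated-infection ratio was -1.06 and whose difference between the infected groups was -2.16. The probes of MTMR10 and CXCL10 disagree, since another detected probe of each gave -1.02 and -0.65 in the first-infection group. A further CXCL10 probe, well above background on the control and first-infection arrays, was 2.60-fold higher in the first-infection group. The remaining probes were not well above background on at least 1 array. Over all 27 probes the directions were mixed: 13 were up-regulated in the first-infection and down-regulated in the repeated-infection group, and 14 the reverse. Variation between the dogs in each pool was not measured.

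The paper names the comparison between infected groups but reports no values for it. At least 2-fold differences numbered 1044 probes higher and 1440 lower in the repeated-infection than in the first-infection group. Among probes well above background on both arrays they were 219 and 412, so dim probes made up most of the first counts. By the fixed rule the largest rises were MMP3 at 13.6-fold, S100G at 11.3-fold, NEFH at 5.64-fold, LOC475395 at 5.05-fold and LOXL4 at 3.77-fold, and the largest falls included MS4A1 at 5.58-fold, CXCL10 at 4.98-fold, LOC480600 at 4.47-fold and CUBN at 4.45-fold. More probes passed the 2-fold limit in the repeated-infection than in the first-infection group. Array scaling does not account for this: under the 5 scalings the ratio of the counts was at least 1.29 in both directions. Nor do dim probes, since the ratio was at least 1.44 among probes well above background on both arrays. Differences in the number and dose of infections, the praziquantel given after earlier infections, RNA integrity, the dogs and the tissue taken stay open. They were not tested for this.

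Probes detected on 1 side only are outside the supplementary lists. Here 203 probes were well above background on the first-infection array and not on the control array with at least 2-fold by the bound, and 289 on the repeated-infection array. Of those on the control array alone, 395 and 628 passed it. The largest such bound for a described gene was in CBD139, a beta-defensin gene at least 69.6-fold higher in the first-infection group, which was not well above background in the repeated-infection group. In the repeated-infection group it was in MMP3, at least 86.9-fold higher. FABP6 was at least 19.3-fold higher in the first-infection and at least 15.3-fold in the repeated-infection group. CALB2, detected on the control array alone, was at least 22.5-fold lower in the first-infection and at least 23.2-fold in the repeated-infection group. CBD139, FABP6 and CALB2 were chosen after their values were seen. Probe GC content was weighed for genes higher or lower than in the control. Among probes well above background on both arrays, the medians of 5 classes of GC content differed by at most 0.39 in log2 units. In the first-infection group they fell from 0.12 in the lowest to -0.27 in the highest class. A shift shared by a class is thus below the 2-fold limit, which argues against GC content as the whole source of changes in these probes. A smaller part stays open, and effects on single probes were not tested. Probes detected on 1 side only were not covered. Infection and the tissue taken stay open for genes higher or lower than in the control. Infection was not tested, and the tests of the tissue taken, given under other observations, did not settle it.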

How the results depend on the processing

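All alternatives were set before the data were examined, and none was added afterwards. No paired analysis was possible because each group has 1 array of pooled RNA, and a shared replicate number pairs no dogs. Unless named otherwise, pairs of values are those of the first-infection and repeated-infection groups.

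The counts stayed within 1.5 times the main count with other treatments of outliers, positive and significant signals, the deposited log2 table, and scaling to the median, by quantiles or to the 75th percentile of detected probes. With probes well above background on at least 1 array, opposite changes fell to 9 probes, and the differences between infected groups to 502 up and 774 down. With probes well above background on both arrays, 2426 and 3489 probes were down-regulated, 1929 in both, 5 changed in opposite directions, and 219 were higher and 412 lower in the repeated-infection than in the first-infection group. These filters count fewer probes by construction. With spike-in scaling, 8303 and 10752 probes were up-regulated and 1591 and 2092 down-regulated, 7124 up and 1003 down in both. That scaling raises every ratio, by 0.54 and 0.64 in log2 units. With normexp, the counts were 942 and 1565 up-regulated, 1186 and 2014 down-regulated, and 740 up and 1025 down in both. There 1 probe changed in opposite directions, and 91 were higher and 160 lower between infected groups. The normexp offset of 50 is added to every signal, which by construction draws ratios of dim probes toward no difference. How much of the fall in counts the offset gives was not tested. With genes in place of probes, the counts were 1075 and 1536 up-regulated, 1140 and 1581 down-regulated, and 815 up and 867 down in both. In that setting 11 changed in opposite directions, and 242 were higher and 398 lower between infected groups. Fewer items are counted with genes.

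The share of up-regulated probes among those changed was 37.8% and 39.1%. It was 50.4% and 53.2% with median scaling, 51.3% and 52.3% by quantiles, and 83.9% and 83.7% with spike-in scaling. Between infected groups it moved from 42.0% to 52.3% with spike-in scaling. The median of all ratios moved by 0.12 and 0.16 with median scaling, 0.19 and 0.21 by quantiles, and -0.14 and -0.24 with normexp.

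Of named genes at least 2-fold changed, those that changed sign did so with normexp, where log2 ratios became -0.043 for IL5 in the repeated-infection group, -0.20 and -0.31 for LMOD1, -0.035 and -0.10 for CD8B, -0.31 and -0.48 for BCL6 and -0.23 and -0.33 for BLK. With genes in place of probes, ELAVL4 became 0.13 in the repeated-infection group. Of 324 values under 2-fold, 92 changed sign with spike-in scaling, 5 to 32 with the other scalings, 29 with normexp and 24 with genes in place of probes. The normexp offset draws ratios of dim probes toward no difference by construction, but its share in the sign changes was not tested. No other cause was tested.

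Median log2 ratios of the marker lists kept their direction in the alternatives run on them, except as given here and in these values: -0.042 for B cell and plasma cell in the repeated-infection group with the 75th percentile of detected probes, -0.034 for enteric neuron and glia between infected groups with normexp, and in the repeated-infection group -0.22 for distal small intestine with normexp and -0.30 and -0.030 for lymphoid follicle with normexp and the filter on both arrays. The filter on at least 1 array and the gene unit are part of how lists are computed and gave no separate value. With spike-in scaling, which shifts every list alike, the first-infection values were 3.51 for mast cell, 1.29 for eosinophil and type 2 response, 1.14 for goblet and tuft cell, -0.42 for absorptive enterocyte, 1.64 for smooth muscle, 1.59 for fibroblast and matrix, 1.35 for enteric neuron and glia, -0.78 for interferon-stimulated, -0.25 for cytotoxic lymphocyte, 2.78 for MHC class II, 1.48 for B cell and plasma cell and 0.28 for immediate early and heat shock, which thereby changed sign. In the same order the repeated-infection values were 3.56, 1.35, 1.52, -0.60, 1.90, 2.42, 1.26, -1.09, -1.50, 2.47, 0.66 and 0.15. With normexp, the first-infection values were 1.98 for mast cell, -0.061 for eosinophil and type 2 response, 0.74 for smooth muscle, 0.71 for fibroblast and matrix, 0.053 for enteric neuron and glia, -0.96 for interferon-stimulated and 0.15 for B cell and plasma cell. The repeated-infection values were 1.97 for mast cell, -0.13 for eosinophil and type 2 response, 1.21 for fibroblast and matrix, 0.030 for enteric neuron and glia, -1.30 for interferon-stimulated, -1.68 for cytotoxic lymphocyte and -0.24 for B cell and plasma cell. Between infected groups they were 0.046 for eosinophil and type 2 response, 0.35 for fibroblast and matrix and -1.0013 for cytotoxic lymphocyte. With probes well above background on both arrays, mast cell was 3.24 and 3.36, eosinophil and type 2 response 0.42 in the first-infection group, and smooth muscle 1.55 and enteric neuron and glia 0.39 in the repeated-infection group. With positive and significant signals, mast cell was 2.65 in the first-infection group, and enteric neuron and glia 0.39 and B cell and plasma cell 0.38 in the repeated-infection group. With quantile normalization, enteric neuron and glia was 1.05 in the first-infection group. Apart from the spike-in shift, no cause was tested. The normexp offset acts on dim genes of the lists by construction, but its share was not tested.

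Of 45 list values, 35 were called. Normexp lost 8 of these, positive and significant signals 3, the filter on both arrays 2, quantile normalization 2, and keeping all outliers 1, while 2 were gained by quantile normalization and 2 by positive and significant signals. Signal over background limits the dim probes, which make up most of the differences between the infected groups.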

Differences from the paper's values

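The paper's 2418 down-regulated genes in the first-infection group compare with 4708 probes here. It fell within 1.5 times the paper's with probes well above background on at least 1 array (3280) or on both (2426) and with quantile normalization (3442), and did not with the other alternatives set before the data were examined. The paper's 3485 down-regulated genes in the repeated-infection group compare with 6312 probes here. It fell within 1.5 times with the same filters (4657 and 3489), with quantile normalization (4560) and with median scaling (4746), and not with the other alternatives. The paper's supplementary lists share 1924 down-regulated probes, against 3613 here. It came within 1.5 times with the same filters (2655 and 1929), quantile normalization (2584) and median scaling (2648), and not with the others. The paper's lists hold 5 probes changed in opposite directions, against 27 here. Only the filter on both arrays gave the paper's number, 5.

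The counts of up-regulated probes, 2856 and 4047, were within 1.5 times the paper's 1916 and 2950, and the filter on both arrays gave 1913 and 2947. All 4334 and 6435 probes of the paper's lists were well above background on both arrays compared, and their log2 ratios differed from those here with an SD of 0.0018 and 0.0020. The filter on both arrays recovered all 2418 and 3485 listed falls, and 1913 and 2947 of the listed rises. The main counts here are unfiltered, so their excess over the paper's lies almost wholly in probes that fail this filter. The paper's methods name no such filter. Of 48 folds of named genes compared with the paper's lists, 0 differed by more than 1.5 times.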

Other observations

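The tests of scanning or washing, of the percentile shift and of dilution of enterocyte genes were chosen only after the result was seen.

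The infected arrays were brighter than the control array relative to the spiked-in RNA. Different scanning or washing is argued against, since the spiked-in probes differed by a median of 0.015 in log2 units between the first-infection and control arrays. The RNA integrity number was 7.3 in the control pool and 8.7 and 9.3 in the infected pools, so more degraded control RNA was a hypothesis. It predicts higher infected-to-control ratios at probes nearer the 5′ end of a transcript. The reverse was found: among 608 transcripts with probes over 2000 bases apart, the 5′ minus 3′ difference had a median of -0.40 in the repeated-infection and -0.29 in the first-infection group, and near 0 (0.02 and 0.01) for probes at most 300 bases apart. Probe positions were ordered as on the genome in 98.1% of 9756 pairs. GC content of the probes is argued against as the source of this trend, since the median was -0.34 among 873 pairs over 1000 bases apart whose GC content differed by at most 5 points, against -0.31 among all 1718. What gives the trend and the brighter arrays stays open, and unequal amounts of spiked-in RNA were not tested. Preservation as the labels give it differs with the group, and cannot be told apart from infection.

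More probes were down-regulated than up-regulated, but not with median, quantile or spike-in scaling, where up-regulated probes were the more numerous in both infected groups. Among probes below the median signal the ratio of down-regulated to up-regulated probes was 2.13 in the first-infection group. Among those above it, 1695 were down-regulated and 1439 up-regulated there, and 2360 and 2329 in the repeated-infection group. A candidate explanation is that the percentile shift lowers dim probes, but it was proposed from the same values and these cannot decide it.

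The overlap between the infected groups was at least 4.78 times that of unchanged groups sharing the control array, simulated with equal noise on all arrays. A difference of the control pool from both infected pools stays open.

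Marker lists gave these median log2 ratios in the first-infection and repeated-infection groups. Called as higher in both were mast cell (2.98 and 2.92), MHC class II (2.24 and 1.83), smooth muscle (1.11 and 1.26), fibroblast and matrix (1.05 and 1.78), eosinophil and type 2 response (0.75 and 0.71) and goblet and tuft cell (0.60 and 0.89). The eosinophil and type 2 response list was called in neither with normexp, and not in the first-infection group with the filter on both arrays. The goblet and tuft cell call in the first-infection group was close to the limit, at percentile 97.6, and was lost under 5 of the alternatives. Enteric neuron and glia (0.82 and 0.63) and B cell and plasma cell (0.94 and 0.03) were called in the first-infection group only, and not there with normexp. With quantile normalization the first of these was called in the repeated-infection group too (0.80). Called as lower in both were interferon-stimulated (-1.32 and -1.73), absorptive enterocyte (-0.96 and -1.24) and cytotoxic lymphocyte (-0.78 and -2.14). Immediate early and heat shock (-0.25 and -0.49) was called in neither, and in the repeated-infection group only with quantile normalization. The erythrocyte list had 2 measured genes and gives no value. Between the infected groups, cytotoxic lymphocyte was -1.28 in the repeated-infection relative to the first-infection group, interferon-stimulated -0.66, MHC class II -0.55 and fibroblast and matrix 0.62. The others were 0.31 for mast cell, 0.28 for eosinophil and type 2 response, 0.30 for goblet and tuft cell, -0.33 for absorptive enterocyte, 0.26 for smooth muscle and -0.19 for immediate early and heat shock, all called, and 0.097 for enteric neuron and glia and -0.12 for B cell and plasma cell, not called. Of these calls, eosinophil and type 2 response was lost with positive and significant signals and with normexp, and immediate early and heat shock with normexp, while B cell and plasma cell gained one with positive and significant signals. Lists name genes, not numbers of cells.

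A larger share of muscle and connective tissue in the infected scrapings was weighed for the changes of muscle, matrix and enterocyte genes. All 20 enterocyte genes were lower in the repeated-infection group, and 10 of 11 smooth muscle and 13 of 14 matrix genes higher, directions this hypothesis needs. The log2 ratios of the 10 brighter enterocyte genes had an SD of 0.59 in the first-infection and 0.90 in the repeated-infection group (from -3.52 to -0.48), which does not decide whether dilution alone gives the falls, since the spread between dogs is not known. A change in the muscle itself with infection stays open, and tissue share cannot be told apart from it with 1 pool per group.

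FABP6 and CUBN were higher and APOC3 lower in both infected groups, which led to the hypothesis of a more distal stretch of intestine in the infected dogs. The other distal genes had a median of 0.21 in the repeated-infection group, with 6 of 11 higher, and 0.20 in the first-infection group (0.52 with the filter on both arrays, 6 of 9 higher, and 0.49 with quantile normalization, neither called), while the other proximal genes had medians of -0.89 and -0.57, the second not called with normexp. The distal genes went both ways, and their repeated-infection median changed sign with normexp (-0.22), so this cannot decide it. Between the infected groups their median was -0.12, called as lower at percentile 2.07, but not with positive and significant signals or quantile normalization.

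CR2 was at least 6.07-fold lower in the repeated-infection than in the first-infection group. A candidate explanation is more lymphoid follicle tissue in the first-infection pool. The other 6 measured follicle genes had a median of -0.94 in that comparison, with 0 of 6 higher, and of 1.02 in the first-infection group relative to the control, where 5 of 6 were higher. With normexp these were -0.45, with 0 of 6 higher, and 0.39, with 3 of 6 higher. Relative to the control the repeated-infection median was 0.30, not called, but 0.78 and called with positive and significant signals. A follicle response to a first infection would look the same and was not tested.

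A probe of a transcript described as skeletal muscle actin (ACTA1) had the largest rise in the repeated-infection group among probes well above background on both arrays, a log2 ratio of 5.67. Cross-hybridisation of smooth muscle actin is argued against as the source of the large ratios, since the median over the 15 probes of that transcript was 2.26 above the highest of the ACTA2 and ACTG2 probes. The probes disagree, from 0.27 to 5.67, and 12 of 15 were at least 2-fold up-regulated, so reading of other actins by the probes with low ratios stays open. The other skeletal muscle genes gave a median of -0.14 over 5 probes well above background on both arrays, from -0.89 to 0.44. Of 3 probes well above background in the repeated-infection group and not in the control, 1 was at least 2-fold higher, a probe of MYLPF at least 2.16-fold, and 17 probes were well above background on neither. No biological explanation was tested.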
